# ALK inhibitor resistance in ALK^F1174L^-driven neuroblastoma is associated with AXL activation and induction of EMT

**DOI:** 10.1038/onc.2015.434

**Published:** 2015-11-30

**Authors:** D N Debruyne, N Bhatnagar, B Sharma, W Luther, N F Moore, N-K Cheung, N S Gray, R E George

## Abstract

The crizotinib-resistant *ALK*^*F1174L*^ mutation arises *de novo* in neuroblastoma (NB) and is acquired in *ALK* translocation-driven cancers, lending impetus to the development of novel anaplastic lymphoma kinase (ALK) inhibitors with different modes of action. The diaminopyrimidine TAE684 and its derivative ceritinib (LDK378), which are structurally distinct from crizotinib, are active against NB cells expressing *ALK*^*F1174L*^. Here we demonstrate acquired resistance to TAE684 and LDK378 in ALK^F1174L^-driven human NB cells that is linked to overexpression and activation of the AXL tyrosine kinase and epithelial-to-mesenchymal transition (EMT). AXL phosphorylation conferred TAE684 resistance to NB cells through upregulated extracellular signal-regulated kinase (ERK) signaling. Inhibition of AXL partly rescued TAE684 resistance, resensitizing these cells to this compound. AXL activation in resistant cells was mediated through increased expression of the active form of its ligand, GAS6, that also served to stabilize the AXL protein. Although ectopic expression of *AXL* and *TWIST2* individually in TAE684-sensitive parental cells led to the elevated expression of mesenchymal markers and invasive capacity, only *AXL* overexpression induced resistance to TAE684 as well. TAE684-resistant cells showed greater sensitivity to HSP90 inhibition than did their parental counterparts, with downregulation of AXL and AXL-mediated ERK signaling. Our studies indicate that aberrant AXL signaling and development of an EMT phenotype underlie resistance of ALK^F1174L^-driven NB cells to TAE684 and its derivatives. We suggest that the combination of ALK and AXL or HSP90 inhibitors be considered to delay the emergence of such resistance.

## Introduction

The predictable emergence of resistance to tyrosine kinase inhibitors (TKIs), leading to disease progression or relapse, has hindered their long-term therapeutic impact.^1^ This obstacle is best exemplified by the development of resistance to imatinib in *BCR-ABL*-expressing chronic myeloid leukemia and gefitinib in *EGFR*-mutant non-small-cell lung cancer,^2, 3^ and is likely to impede efforts to devise effective targeted therapy for many other cancers, including neuroblastoma (NB). This aggressive childhood tumor is characterized by mutations in the anaplastic lymphoma kinase (ALK) receptor tyrosine kinase (RTK) in 10% of cases.^4, 5, 6, 7^ Many of these point mutations are considered ‘drivers' of the malignant process: not only do they induce constitutive, ligand-independent activation of ALK signaling, but also their inhibition leads to tumor cell death and tumor regression.^5, 6^ The most common somatic mutation in NB, *ALK*^*F1174L*^, is highly tumorigenic, both by itself and when coexpressed with the *MYCN* oncogene, a combination that increases the penetrance of the disease and accelerates tumor formation.^8, 9^ This mutation confers primary resistance to the ALK inhibitor crizotinib in NB^9^ and serves as a mechanism of acquired resistance to crizotinib in patients with *ALK*-translocated cancers.^10^

Several structurally unrelated small molecule ALK inhibitors have been developed such as alectinib (CH5424802) that has shown activity against *ALK*^*F1174L*^-positive tumors.^11^ Similarly, the lead compound TAE684,^12^ from which the recently Food and Drug Administration (FDA)-approved inhibitor ceritinib (LDK378, Novartis) is derived,^13^ has exhibited potent activity against ALK^F1174L^ in both *ALK* translocation-positive cancers^10^ and NB.^5, 14^ Nonetheless, resistance to these ATP-competitive agents will inevitably develop as a consequence of their wider clinical application. We therefore sought to elucidate the mechanism(s) underlying acquired resistance to ALK inhibitors in ALK^F1174L^-driven NB as a means to uncover secondary targets that could be exploited to prolong responses in these patients. By generating TAE684 and LDK378 resistance models of *ALK*^*F1174L*^-positive human NB cells, we identified overexpression and GAS6-mediated activation of a TAM family RTK, AXL, as the principal resistance-related alteration in these cells. This change was associated with activation of the mitogen-activated protein kinase (MAPK) signaling pathway and the development of an epithelial-to-mesenchymal transition (EMT) phenotype. Importantly, inhibition of AXL with a small molecule inhibitor led to decreased growth and invasiveness of the resistant cells with a concomitant decrease in extracellular signal-regulated kinase (ERK) signaling. We also demonstrate that HSP90 inhibition, through its impact on AXL binding, induces striking cytotoxicity in TAE684-resistant cells. Hence, we suggest that the combination of ALK and AXL or HSP90 inhibition could serve as part of an effective strategy of targeted therapeutics for ALK^F1174L^-driven NB and other tumors dependent on this aberrant RTK.

## Results

### TAE684 resistance is associated with the loss of ALK activity but maintenance of downstream signaling

NB cells that express the *ALK*^*F1174L*^ mutation are relatively resistant to crizotinib but are sensitive to TAE684.^5, 9^ To elucidate the mechanisms of resistance to ALK^F1174L^ inhibitors, we first established TAE684-resistant cells (SH-SY5Y-TR) through continuous exposure of SH-SY5Y cells to increasing doses of the compound over 8–12 months (Supplementary Figure S1a). Three individual subclones (SH-SY5Y-TR1, SH-SY5Y-TR2 and SH-SY5Y-TR3) were expanded (Figure 1a), and subsequently maintained in ∼35 times the half-maximal inhibitory concentration (IC_50_) of TAE684.

Resistance to targeted therapy can arise from either secondary mutations in the drug target itself or upregulation of compensatory pathways.^1^ We therefore first analyzed the phosphorylation status of ALK and its downstream targets in SH-SY5Y-TR-resistant cells. As compared with results in parental cells, ALK phosphorylation was decreased in both the primary resistant pool (Supplementary Figure S1b) and the three subclones (Figure 1b), suggesting that the acquired resistance was not mediated by secondary mutations in *ALK*. This result was confirmed by sequence analysis and genomic PCR showing the absence of mutations other than *F1174L* or gene amplification, respectively (data not shown). The absence of ALK phosphorylation also ruled out upregulation of drug efflux transporters such as the ABC (ATP-binding cassette) superfamily as a potential mechanism of resistance, as ALK would remain phosphorylated if this were to be the case.

The *ALK*^*F1174L*^ mutation activates the phosphatidylinositol-3-kinase/AKT/mammalian target of rapamycin (PI3K/AKT/mTOR) and MAPK/ERK pathways in NB cells, both of which are downregulated when ALK is inhibited.^5, 9^ Despite decreased levels of pALK, AKT activation was maintained in the resistant SH-SY5Y-TR pool as well as all three SH-SY5Y-TR subclones (Figure 1b and Supplementary Figure S1b). Importantly, compared with parental cells, ERK phosphorylation was increased in SH-SY5Y-TR cells and its subclones (Figure 1b and Supplementary Figure S1b). The upregulated ERK signaling in the context of suppressed ALK phosphorylation suggested the development of an alternative mechanism of resistance, most likely activation of another tyrosine kinase capable of bypassing TAE684 inhibition.

### The AXL receptor tyrosine kinase is upregulated in TAE684-resistant NB cells

To identify upstream RTKs that may contribute to TAE684 resistance, we compared the phosphorylation status of 42 candidates in SH-SY5Y and SH-SY5Y-TR1 cells before and after treatment with TAE684 (Figure 1c). Parental SH-SY5Y cells showed basal activation of several RTKs, most of which were decreased or lost upon TAE684 treatment (Figure 1c). Under dimethyl sulfoxide (DMSO) treatment conditions, TAE684-resistant SH-SY5Y-TR1 cells showed enhanced phosphorylation of seven additional RTKs (MER, TIE-2, PDGFRα, EPHB2, FGFR3, AXL and ROR2). Two of these, MER and AXL, belonged to the same TAM receptor tyrosine kinase family whose aberrantly elevated signaling has been linked to cancer progression, metastasis and resistance to therapy.^15^ Acute exposure to TAE684 led to complete loss of phosphorylation of all of these candidates except for AXL and EPHB2. Thus, the sustained upregulation of AXL and EPHB2 in the SH-SY5Y-TR1-resistant cells suggested a role for these RTKs in mediating resistance to TAE684.

We selected AXL for further study because of the known role of this transmembrane receptor in mediating drug resistance, especially to TKIs.^16, 17^ We confirmed that AXL expression was markedly increased in two of the three resistant clones and marginally in the third (Figure 1d). Intense membrane staining of AXL was apparent on immunocytochemical staining of SH-SY5Y-TR1 cells (Figure 1e). Interestingly, parental SH-SY5Y cells also contained a minor subpopulation of *AXL*-expressing cells compared with TAE684-resistant cells (18 of 100 cells vs 94 of 100 resistant cells), suggesting the pre-existence and clonal selection of cells expressing AXL under drug pressure to compensate for the loss of ALK signaling. Finally, the increased protein expression was accompanied by phosphorylation of AXL in SH-SY5Y-TR1 cells (Figure 1f), suggesting activation of the tyrosine kinase. Further evidence to support AXL activation as a key mediator of TAE684 resistance came from experiments with an additional ALK^F1174L^-driven NB cell line, SK-N-SH. SK-N-SH cells rendered resistant to TAE684 (SK-N-SH-TAE-R) showed upregulation of AXL as well as ERK signaling despite downregulation of phosphorylated ALK (Supplementary Figures S2a and b). Together, these results indicate that TAE684-resistant NB cells express higher levels of alternative RTKs such as AXL to compensate for the loss of ALK phosphorylation.

### AXL activation confers resistance to TAE684 in ALK^F1174L^-driven NB cells

To clarify the role of AXL activation in resistance to TAE684, we first abrogated its expression in SH-SY5Y-TR1 cells using small hairpin RNA (shRNA) knockdown, noting a significant decrease in the growth of AXL-depleted compared with untransfected or control shRNA-expressing cells (Figure 2a). AXL depletion was associated with a decrease in pERK levels at 72 h compared with untransfected or control shRNA-expressing cells at the same time point (Figure 2b). SH-SY5Y-TR1 cells were three times more sensitive to the AXL inhibitor R428^(ref. 18)^ than were parental SH-SY5Y cells (Figure 2c). Similar results were seen in the SK-N-SH-TAE-R cells (Supplementary Figure S2c). Importantly, R428 also restored sensitivity to TAE684 in SH-SY5Y-TR1 cells, with a combination of the two agents having an additive effect (Figure 2d). Similar effects were not seen in TAE684-sensitive parental SH-SY5Y cells, possibly reflecting the dependency of the resistant cells on the proliferative and migratory effects of activated AXL. Next, we determined whether overexpression of AXL was sufficient to confer resistance to ALK inhibitors in *ALK*-mutated NB cells. Ectopic expression of *AXL* in TAE684-sensitive SH-SY5Y cells resulted in a twofold decrease in sensitivity to TAE684 (Figures 2e and f). Overexpression of *AXL* also led to an increase in pERK in these cells (Figure 2g). These findings suggest that AXL overexpression contributes to TAE684 resistance in ALK^F1174L^-driven NB cells and underscores the potential of AXL inhibition as a means to sensitize these resistant cells.

### Resistance to the ALK inhibitor LDK378 is also associated with AXL activation

To extend findings with TAE684 to the more clinically relevant ALK inhibitor LDK378 (ceritinib), we first evaluated the sensitivity of both TAE684-resistant SH-SY5Y-TR1 and SK-N-SH-TAE-R cells to LDK378. These experiments showed cross-resistance between the two compounds (Figure 3a), suggesting that AXL activation might serve as a mechanism of resistance to newer ALK inhibitors. To support this hypothesis further, we generated LDK378-resistant SH-SY5Y cells (designated LDK-R-5Y), following the same procedure as used with TAE684 (Figure 3b). Similar to the findings in TAE684-resistant cells, pALK was downregulated in the LDK-R-5Y cells whereas pERK was upregulated (Figure 3c). Moreover, increased expression of AXL at both the mRNA and protein levels, as well as increased phosphorylation of AXL, were observed (Figures 3c–e). LDK-R-5Y cells were more sensitive to AXL inhibition by R428 than were the parental cells (Figure 3f). Thus, activation of AXL and ERK signaling appears to underlie acquired resistance of ALK^F1174L^-driven NB cells to both TAE684 and LDK378.

### TAE684-resistant SH-SY5Y-TR1 cells display functional EMT features

We noted that SH-SY5Y-TR1 cells exhibited striking morphological differences when compared with parental SH-SY5Y cells (Figure 4a). Whereas the parental cells were smaller in size with epithelioid morphology, SH-SY5Y-TR1 cells were elongated, spindle shaped and fibroblast-like, with decreased cell-to-cell contact, consistent with EMT. To determine whether these morphological alterations had an underlying molecular basis, we compared the gene expression profiles of the SH-SY5Y-TR1 cells with those of parental cells (Figure 4b). In addition to upregulation of *AXL* itself, the resistant cells showed significant differential expression of genes with major roles in EMT, with overexpression of the key transcriptional inducers *TWIST2* and *SNAI2*, and the characteristic mesenchymal markers vimentin (*VIM*) and fibronectin (*FN1*) (Figure 4b). 

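Gene expression was profiled with GeneChip Human Genome U133 Plus 2.0 arrays in parental SH-SY5Y cells, a human NB line driven by ALK F1174L, and in SY5Y-TR1 cells, the subline selected from it with the ALK inhibitor TAE684. Each line was measured on 3 arrays, which the paper and the sample labels call biological replicates. The submitters' summary speaks instead of replicates run of each line, and the cultures are not described, so the p-values given here measure the spread between these samples. According to the labels, the SY5Y-TR1 cells grew with 1 μM TAE684 and the SH-SY5Y cells without it, and the paper gives the maintenance dose as a multiple of the IC_50_. The authors' values are log2 signals from robust multi-array average (RMA), which corrects the background, quantile-normalizes the arrays and summarizes the probes of each probe set. The submitters' processing notes name Affymetrix Expression Console for this step, and its version is not given in the sources used here. The median log2 signal per array ran from 5.56 to 5.59, and the values of all 6 arrays lay between 2.21 and 14.74. The number of arrays limits the precision of each value. After 62 Affymetrix control probe sets were left out, 41091 of the remaining 54613 carried 1 gene symbol, 1801 several and 11721 none. Each of 19775 genes was represented by the probe set with the highest mean signal over the 6 arrays. Lines were compared with limma, and a gene was called higher or lower at a fold change of at least 2 with a Benjamini-Hochberg adjusted p under 0.05, the limits of the Figure 4 legend. Because the values came without detection calls, a background level of 6.29 on the log2 scale was taken as the 90th percentile of the mean signals of 42 genes of unrelated tissues. Where every array of the dimmer line lay at or under this level, the fold is given as at least the ratio of the brighter line's mean to it, and no fold is given where both lines lay there. Pearson's r across probe sets was 0.997 to 0.998 between replicates of a line and 0.959 to 0.960 between the lines.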

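SY5Y-TR1 cells differed from SH-SY5Y cells in 2245 of 19775 genes (11.4%), of which 1060 were higher and 1185 lower. The largest increases included AMIGO2, an adhesion molecule of the leucine-rich repeat family, at a log2 signal of 13.61 ± 0.03 in SY5Y-TR1 (SD, n = 3 arrays) against 3.85 ± 0.04 in SH-SY5Y (SD, n = 3), a change of at least 160.3-fold. PRRX1, a homeobox factor of mesenchymal tissues, was at least 116-fold higher, the caveolar coat genes CAV1 and CAV2 at least 84.5-fold and 36.4-fold, and VEGFC, a growth factor for lymphatic vessels, at least 17.8-fold. INHBA, which encodes a subunit of activin A, was above the background level in both lines and was 92.0-fold higher (log2 fold change 6.52, standard error 0.15). Among the largest decreases, the surface glycoprotein CD24 fell from 13.15 ± 0.02 to 4.31 ± 0.08 (SD, n = 3 arrays in each line), a change of at least 117-fold. DLK1, a Notch-related ligand of sympathoadrenal cells, was at least 50.6-fold lower, the sympathetic transcription factor TFAP2B at least 38.5-fold, the stem cell receptor LGR5 at least 59.0-fold and the receptor tyrosine kinase RET at least 24.3-fold. HGF, the ligand of the MET receptor, was at least 12.2-fold lower through 4 of 5 probe sets, and DDC, which makes dopamine from DOPA, at least 32.5-fold lower. The other probe set of DLK1 had a log2 fold change of -0.18 and did not pass, and 1 of the 3 CAV2 probe sets did not pass either. At the level of probe sets, 2070 were higher and 2503 lower. The median SD between replicates was 0.07 on the log2 scale in each line.

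**Figure D1:**
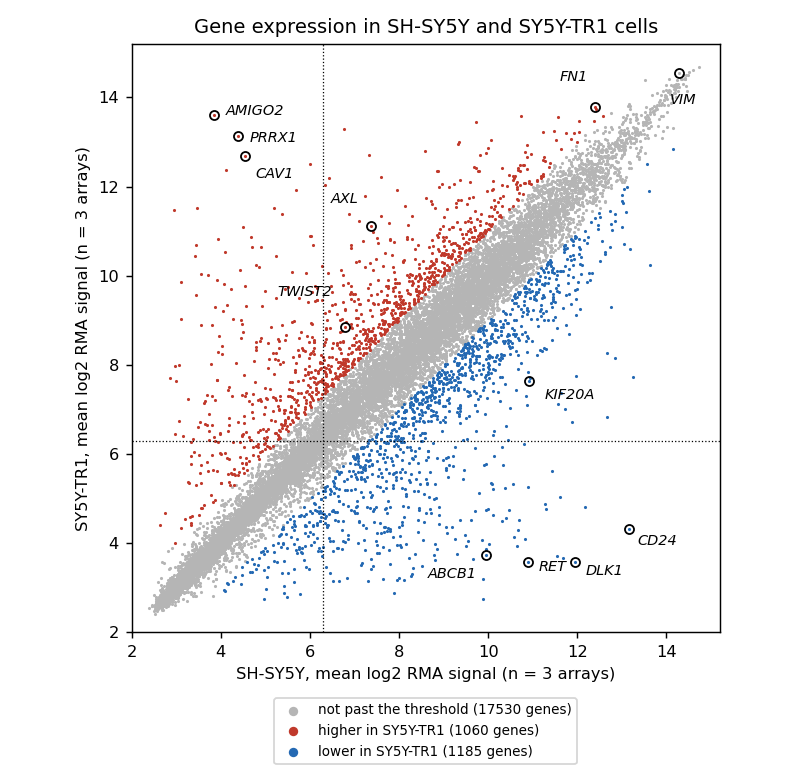
Mean log2 RMA signal of each of 19775 genes in SH-SY5Y (x axis) and SY5Y-TR1 (y axis), n = 3 arrays in each line; red points are the 1060 genes higher and blue points the 1185 genes lower in SY5Y-TR1, grey points did not pass, and dotted lines mark the background level of 6.29. AMIGO2 and PRRX1 sit at the upper left and CD24, DLK1 and RET at the lower right, whereas VIM lies near the upper end of the scale in both lines.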

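AXL, a receptor tyrosine kinase of the TAM family, was 13.6-fold higher in SY5Y-TR1 cells, at a log2 signal of 11.12 ± 0.06 (SD, n = 3 arrays) against 7.36 ± 0.13 (SD, n = 3) in SH-SY5Y cells. Its log2 fold change was 3.76 (standard error 0.07, adjusted p = 5.57e-08 from limma). TWIST2, a basic helix-loop-helix factor that represses epithelial genes, was 4.19-fold higher (log2 fold change 2.07, standard error 0.06, adjusted p = 2.43e-07 from limma). SNAI2, a zinc-finger repressor of E-cadherin, was 2.04-fold higher (log2 fold change 1.03, standard error 0.05, adjusted p = 3.02e-06 from limma). FN1, which encodes the matrix glycoprotein fibronectin, was 2.61-fold higher (log2 fold change 1.38, standard error 0.08), and all 7 of its probe sets passed. VIM, the intermediate filament gene of mesenchymal cells, read 14.55 ± 0.01 in SY5Y-TR1 and 14.28 ± 0.01 in SH-SY5Y (SD, n = 3 arrays each), a 1.21-fold difference (log2 fold change 0.27, standard error 0.04, adjusted p = 0.000671 from limma) that stays under the 2-fold limit. In SH-SY5Y this probe set lay 0.47 log2 units below the highest value on any array, and the dimmer VIM probe set, whose name marks possible cross-hybridization, had a log2 fold change of 1.55. For each of AXL, TWIST2, SNAI2, FN1 and VIM, every SY5Y-TR1 array read higher than every SH-SY5Y array. The other probe set of AXL had a log2 fold change of 0.68 and did not pass, and that of TWIST2 lay at the background level in both lines. SNAI2 fell under the 2-fold limit when the arrays were centred on housekeeping genes (log2 fold change 0.98) or without SH-SY5Y replicate 2 (0.99). Of 16 measured EMT transcription factors from a list fixed beforehand, 4 were higher, 1 was lower and 11 did not pass, with the same counts when adjusted over the list alone. Besides PRRX1, TWIST2 and SNAI2, the AP-1 subunit FOSL1 was 2.51-fold higher, whereas TCF3, which encodes the E12 and E47 factors, was 2.74-fold lower through 1 of its 14 probe sets, and TCF3 did not pass with the mean of all probe sets (log2 fold change -0.20). As a group these factors did not move apart from the other genes (camera, adjusted p = 0.880, and 0.912 with an estimated correlation), and 8 of them are among the genes that the study drew in its heatmap from these arrays. The paper proposes that acquired resistance to TAE684 is associated with EMT. It draws on the overexpression of these inducers and mesenchymal markers, and on the spindle shape and invasiveness of the cells. It also draws on enrichment of 3 published EMT signatures and on TWIST2 measured by qRT-PCR. Lower CDH1 and higher vimentin, in mRNA by qRT-PCR and in protein, are part of its evidence too.

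**Figure D2:**
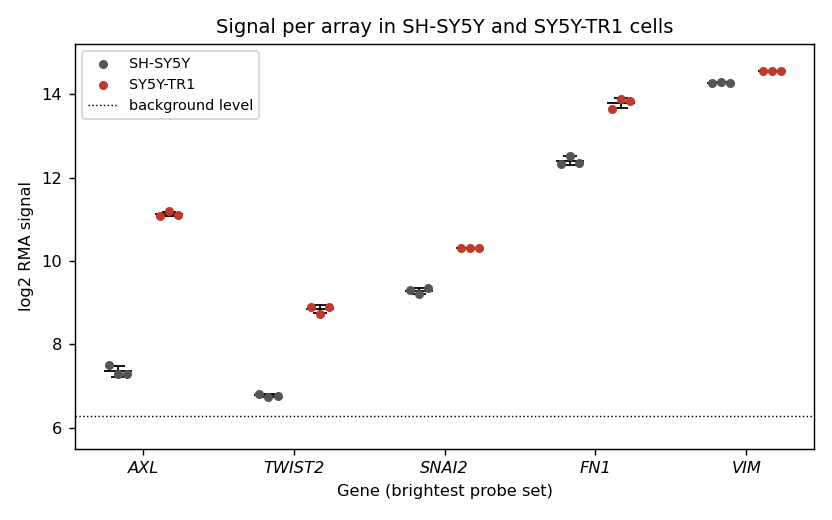
Log2 RMA signal of AXL, TWIST2, SNAI2, FN1 and VIM on each array; points are the 3 arrays of SH-SY5Y (grey) and of SY5Y-TR1 (red), bars the mean and SD, and the dotted line the background level of 6.29. AXL rises from 7.36 to 11.12, and VIM stands at 14.28 and 14.55, close to the top of the scale.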

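Genes of the extracellular matrix and of mesenchymal cells were shifted upward in SY5Y-TR1 against all other genes (camera, adjusted p = 1.72e-09), a call that was lost with an estimated correlation between genes (adjusted p = 0.119). Of 49 measured genes of such a list, 22 were higher, 2 were lower and 25 did not pass, with the same counts when adjusted over the list alone. The collagen genes COL6A3 and COL5A2 were 52.3-fold and 24.5-fold higher (log2 fold changes 5.71 and 4.62, standard errors 0.09 and 0.11). In SH-SY5Y, 2 of the 3 arrays read COL5A2 under the background level, and replicate 3 read COL6A3 under it (log2 signal 6.24). The COL5A2 mean in SH-SY5Y was 6.07, under the background level of 6.29, so its fold is not exact. The other COL5A2 probe set lay under that level in SH-SY5Y (mean 4.96) and also passed as higher. The COL6A3 fold rests on a baseline near that level (mean 6.34). LOXL1, which crosslinks elastin, was at least 8.11-fold higher. The matrix proteoglycan gene DCN was at least 5.08-fold lower through 4 of 7 probe sets and LUM 4.04-fold lower, although the other LUM probe set did not pass (log2 fold change -0.73). CDH2, which encodes N-cadherin, had a log2 fold change of 0.11 (standard error 0.04). The study chose 10 of these genes for its heatmap on the same arrays, and without its heatmap genes the adjusted p from camera was 1.71e-06. When all 19775 genes were ranked by log2 fold change, the ranking that the paper describes, the normalized enrichment score from fgsea was 2.14 for the mesenchymal and matrix list (adjusted p = 1.62e-06) and 1.41 for the EMT transcription factors (adjusted p = 0.131). These p-values treat genes as the units, and genes are not independent replicates. The 3 published signatures themselves were not used here.

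**Figure D3:**
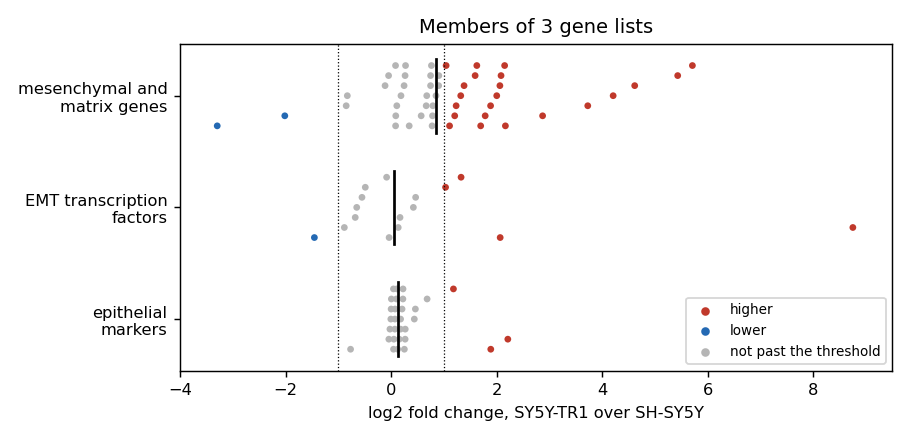
Log2 fold change (SY5Y-TR1 over SH-SY5Y) of each measured gene of the mesenchymal and matrix list, the EMT transcription factors and the epithelial markers; each point is a gene, coloured by whether it passed as higher (red), lower (blue) or not at all (grey), the vertical bar is the median of the list and the dotted lines mark 2-fold. The medians are 0.85, 0.05 and 0.14.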

Gene set enrichment analysis (GSEA) of the differentially expressed genes indicated significant enrichment of three distinct EMT-related gene signatures (Figure 4c).^19, 20, 21^ Overexpression of *TWIST2* in the TAE684-resistant cells was confirmed by quantitative reverse transcriptase–PCR (qRT–PCR; Figure 4d). 

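The E-cadherin gene CDH1 gave a log2 signal of 4.62 ± 0.17 in SY5Y-TR1 and 4.40 ± 0.20 in SH-SY5Y (SD, n = 3 arrays each), a difference of 0.23 (standard error 0.12, adjusted p = 0.168 from limma). Both lines lay under the background level of 6.29 on all 6 arrays, so no fold is given, and a change in CDH1 was not detectable at this signal. The other CDH1 probe set read 3.13 in SY5Y-TR1 and 3.29 in SH-SY5Y, also under that level. Most epithelial genes behaved in the same way: of 30 measured markers, 21 were not above the background level in either line. In this list 3 markers were higher and 27 did not pass, with the same counts when adjusted over the list alone. The keratins of simple epithelia KRT8 and KRT18 were 3.70-fold and 2.27-fold higher, and the desmosomal plaque gene DSP passed the test with both lines under the background level. The upward shift of the list as a whole was at the limit of the test (camera, adjusted p = 0.0466) and was lost with an estimated correlation (adjusted p = 0.313). It was also lost with values under the background level raised to it (adjusted p = 0.544) and ranged from 0.0290 to 0.0617 when each array was left out in turn.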

Although E-cadherin (*CDH1*), a key marker of the epithelial cell state, was not significantly altered in the expression signatures (Figure 4b), quantitative PCR analysis demonstrated decreased mRNA levels of this gene as well as increased expression of vimentin in the resistant compared with the parental cells, findings that were also reflected at the protein level (Figure 4e). SH-SY5Y-TR1 cells also displayed significantly increased invasive properties when compared with parental cells on matrigel assays, attesting to their metastatic potential (Figure 4f). Together, these results suggest that acquired resistance to TAE684 by *ALK*-mutated NB cells is associated with functional EMT.

### AXL activation leads to EMT features and resistance to TAE684 through different mechanisms

Although AXL activation and EMT induction have both been linked to TKI resistance,^15, 22^ it is not clear whether EMT induction is an inevitable consequence of AXL activation, or vice versa. We therefore sought to induce EMT features in parental TAE684-sensitive cells and to determine whether this effect would cause increased expression of AXL or, indeed, altered sensitivity to TAE684. Overexpression of FLAG-tagged *TWIST2* (Figure 5a, left), the top EMT-associated gene that was differentially expressed in the resistant cells (Figure 4b), led to significantly elevated vimentin and decreased cadherin levels (Figures 5b and c) in parental SH-SY5Y cells as compared with vector-control transfected cells, as well as increased invasive capacity (Figure 5d). AXL expression, however, was not elevated in SH-SY5Y-TWIST2-expressing cells compared with control cells (Figure 5e). Moreover, these cells remained as sensitive to TAE684 as untransfected or vector control-expressing cells (Figure 5f). In contrast, as shown previously, ectopic expression of *AXL* in parental TAE684-sensitive SH-SY5Y cells caused a twofold reduction in sensitivity to TAE684 (Figures 2e and f), although it did not alter *TWIST2* expression levels (Figure 5e). Overexpression of *AXL* also led to a mesenchymal phenotype characterized by significant modulation of vimentin and cadherin expression (Figures 5b and c) and increased invasiveness (Figure 5d). Finally, simultaneous expression of both proteins in parental SH-SY5Y cells (Figure 5a, right) led to differential expression of vimentin and cadherin (Figures 5b and c), a highly invasive phenotype (Figure 5d) and, importantly, more than threefold decrease in sensitivity to TAE684 (Figure 5f). Together, these observations suggest that, in our model, combined expression of *AXL* and *TWIST2* leads to additive effects on EMT and drug resistance, whereas only AXL activation is associated with resistance to TAE684.

### AXL activation is facilitated by elevated levels of the cleaved form of its ligand GAS6

The dependence of TAE684 resistance in NB cells on AXL activation led us to investigate the mechanism of *AXL* upregulation in SH-SY5Y-TR1 cells. Gene amplification was excluded at the outset through quantitative PCR analysis of genomic DNA (Supplementary Figure S3a). Sequencing of the *AXL* promoter and coding regions likewise failed to identify mutations within SH-SY5Y-TR1 cells that could account for elevated AXL expression (data not shown). Methylation-specific PCR and bisulfite sequencing failed to reveal differential CpG hypomethylation as a mechanism of *AXL* overexpression, as previously reported^23^ (data not shown). We also assessed the contribution of miR-34a and miR-199a/b, the two acknowledged modulators of AXL expression,^24^ noting a decrease in miR-199b levels in the TAE684-resistant cells relative to the sensitive ones (Supplementary Figure S3b). Forced expression of miR-199b in SH-SY5Y-TR1 cells, however, failed to induce downregulation of *AXL* at either the mRNA (Supplementary Figure S3c) or protein (Supplementary Figure S3d) level. Notably, no effect on pERK levels (Supplementary Figure S3d) was seen, suggesting that aberrant microRNA regulation was not a major determinant of the increased *AXL* expression seen in the TAE684-resistant NB cells.

AXL receptor dimerization and activation through autophosphorylation has been reported to occur through binding of its physiological ligand GAS6 that triggers a cascade of intracellular signaling events that culminate in cell proliferation and survival.^25^ *GAS6* is normally expressed in two forms: the full-length 75 kDa protein and a slightly larger protein, GAS6-SV (86 kDa), because of alternative splicing.^26^ This modification leads to the insertion of a 43-amino-acid sequence that contains a consensus cleavage site, whose proteolytic cleavage results in a soluble 50 kDa product that is ultimately responsible for AXL receptor activation.^26^ We observed a marked increase in GAS6 protein levels in TAE684-resistant SH-SY5Y-TR1 cells compared with parental cells, as well as significantly higher mRNA levels of the GAS6 splice variant, GAS6-SV (Figure 6a). Importantly, the same findings, in conjunction with *AXL* upregulation, were observed in SH-SY5Y cells that were made resistant to LDK378 (Figure 6b). Moreover, analysis of conditioned media from SH-SY5Y-TR1 cells revealed an abundance of the cleaved active 50 kDa GAS6 fragment (Figure 6c). Hence, the presence of increased levels of GAS6, as well as that of its active secreted form in TAE684-resistant cells, suggested that AXL activation in these cells resulted from upregulation of its ligand. To test this hypothesis, we depleted *GAS6* in SH-SY5Y-TR1 cells through shRNA knockdown, noting a resultant significant decrease in AXL levels and, more importantly, concomitant attenuation of ERK activation (Figure 6d). Moreover, conditioned media from SH-SY5Y-TR1 cells led to increased levels of GAS6 and activated AXL proteins, as well as upregulated ERK signaling in TAE684-sensitive parental SH-SY5Y cells (Figure 6e). These cells became less sensitive to TAE684 while showing increased sensitivity to R428 (Figure 6f). We also noted that *AXL* mRNA levels in both parental and *AXL*-overexpressing SH-SY5Y cells did not increase after treatment with human recombinant GAS6 (rGAS6), arguing against a positive feedback loop on AXL production (Supplementary Figure S4a). Rather, cells that were pretreated with rGAS6 showed higher AXL protein levels in the presence of the protein synthesis inhibitor cycloheximide, suggesting that GAS6 upregulation led to AXL protein stabilization (Supplementary Figure S4b). Together, these results suggest that AXL activation in SHSY5Y-TR1 cells is facilitated by increased production of soluble GAS6 via aberrant expression of cleavable GAS6-SV.

### TAE684-resistant AXL-activated SH-SY5Y cells are sensitive to HSP90 inhibition

It has been shown that ALK inhibitor-resistant non-small-cell lung cancer cell lines are susceptible to heat-shock protein 90 (HSP90) inhibitors.^27^ Moreover, AXL is an acknowledged substrate of HSP90,^28^ prompting us to investigate the consequences of HSP90 inhibition in the context of NB cell resistance to TAE684. We therefore tested the effects of the HSP90 inhibitors geldanamycin (17-AAG) and its semisynthetic derivative, retaspimycin hydrochloride (IPI-504),^27^ on TAE684-resistant NB cells. SH-SY5Y-TR1 cells showed a tenfold increase in sensitivity to HSP90 inhibition (Figure 7a). To identify the HSP90 targets whose inhibition led to such a striking response in TAE684-resistant cells, we determined the phosphorylation status of several RTKs in SH-SY5Y-TR1 cells after treatment with IPI-504 (Figure 7b). Compared with DMSO-treated SH-SY5Y-TR1 cells, those treated with IPI-504 exhibited a loss of pAXL. EPHB2 phosphorylation was again seen to be increased in SH-SY5Y-TR1 cells (Figure 1c), but this effect was unchanged with IPI-504 treatment, suggesting that this RTK most likely was not involved in TAE684-mediated resistance.

The above results led us to ask whether the decreased phosphorylation of AXL upon HSP90 inhibition was coupled with degradation and loss of total AXL in SH-SY5Y-TR1 cells. Treatment with IPI-504 led to a time-dependent reduction of total AXL levels in SH-SY5Y-TR1 cells (Figure 7c). Importantly, the reduction in AXL levels on exposure to HSP90 inhibitor was accompanied by a concomitant decrease in pERK levels, again indicating that activated AXL signals at least partially through the MAPK pathway in TAE684-resistant cells (Figure 7c). HSP90 functions as a molecular chaperone that stabilizes AXL through direct binding.^28^ To establish whether the interaction between AXL and HSP90 in SH-SY5Y-TR1 cells was compromised by IPI-504, we coimmunoprecipitated HSP90 in resistant and parental cells before and after treatment with IPI-504 and analyzed AXL expression by western blotting with an anti-AXL antibody. Although no AXL protein bound to HSP90 in SH-SY5Y cells, binding to HSP90 was observed in SH-SY5Y-TR1 cells, and this was markedly decreased following treatment with IPI-504 (Figure 7d). Therefore, HSP90 inhibition in SH-SY5Y-TR1 cells leads to substantial reduction of AXL activity through diminished binding. Together, these results support the hypothesis that activated AXL mediates resistance to ALK inhibition in ALK^F1174L^-driven NB cells and suggests a therapeutic strategy to overcome such resistance.

## Discussion

Resistance to tyrosine kinase inhibitors of ALK has been described in multiple tumor types and can arise through different mechanisms.^1^ Here we show that in ALK^F1174L^-driven NB cells, the development of resistance to TAE684 and its clinically available derivative, LDK378, is associated with *AXL* overexpression and activation, as well as increased ERK signaling. The resistant cells exhibit increased sensitivity to an AXL inhibitor in comparison with TAE684-sensitive parental cells, with concomitant downregulation of ERK signaling. Aberrantly expressed AXL appears to be activated through increased levels of its ligand, GAS6, that also stabilizes the kinase. Resistance to TAE684 was associated with induction of an EMT phenotype. Finally, TAE684-resistant cells were significantly more sensitive to HSP90 inhibition, at least partly through its impact on AXL binding. Our findings not only identify a molecular mechanism of resistance to ALK inhibition in ALK^F1174L^-driven NB, but also suggest that effective AXL or HSP90 inhibitors, combined with a TAE684-derived ALK inhibitor, could provide a useful strategy to overcome this complication.

AXL is an RTK in the TAM kinase family whose members function as homeostatic regulators in adult tissues and play prominent roles in the nervous system.^15^ When AXL is activated by its ligand GAS6,^25^ it also contributes to key physiological processes such as cell survival, proliferation and migration^29^ mainly through the MAPK and PI3K signaling pathways.^30, 31^ *AXL* overexpression has been reported in various cancers and its role in regulating the actin cytoskeleton links this kinase to tumor invasiveness and metastasis, as shown in glioblastoma^32^ and breast cancer.^33, 34^ Moreover, *AXL* overexpression has been implicated in resistance to both standard and targeted anticancer agents (mainly epidermal growth factor receptor (EGFR) inhibitors) in various cancers, with or without accompanying EMT features.^16, 17, 35, 36, 37^

To our knowledge, this report provides the first evidence of AXL overexpression and activation as an acquired mechanism of resistance to ALK inhibition in NB. We would stress that the findings presented here are restricted to human NB cells in which the *ALK*^*F1174L*^mutation is the principal if not the sole driver of tumorigenesis. This model accounts for ∼2% of all NB cases at diagnosis^38^ but does not necessarily apply to cases in which *ALK*^*F1174L*^ coexists with other major genetic aberrations such as *MYCN* amplification. It will be important, therefore, to assess the significance of *AXL* overexpression and activation in cases of ALK-inhibitor resistance where the pathogenic role of *ALK* mutations is less dominant. Interestingly, in a study by Duijkers *et al.*,^39^ *AXL* overexpression was observed in established human NB cell lines that had not been exposed to targeted therapy, and its genetic depletion led to decreased cell migration and invasion, but not proliferation or downstream signaling.^39^ The decreased growth kinetics and downregulated pERK after AXL depletion in the TAE684-resistant cells likely reflect their relatively higher dependence on increased AXL activity.

Whether AXL inhibition alone is sufficient to reverse resistance to TKIs remains unclear. Genetic and pharmacological inhibition of AXL has been shown to restore sensitivity to erlotinib in *EGFR*-mutant lung cancer models with acquired erlotinib resistance, AXL activation and mesenchymal transition.^17^ However, in other studies, a functional role for AXL in both erlotinib-resistant *EGFR*-positive or crizotinib-resistant *EML4-ALK*-positive lung cancer cells with *AXL* overexpression and an EMT phenotype has been excluded.^40, 41^ Our results demonstrate that AXL inhibition by itself only partly rescues TAE684 resistance, although it resensitizes these cells to TAE684, similar to results seen in head and neck cancer cells with acquired erlotinib resistance.^35^ Thus, although AXL expression may contribute significantly to acquired resistance to TAE684, additional molecular mechanisms appear to be required for full development of the resistance phenotype.

Furthermore, the frequent association of *AXL* upregulation with an EMT phenotype in acquired TKI resistance^17, 35^ raises the intriguing question of whether AXL truly causes resistance or is merely a biomarker of EMT. In an analysis of multiple human cancer cell lines, in which elevated AXL was associated with a mesenchymal phenotype, EMT-associated drug resistance was found to be independent of AXL function.^41^ However, our results indicate that both the acquisition of EMT features and AXL activation are required to confer resistance to TAE684, although the relative contributions of these changes remain to be assessed. Overexpression of *TWIST2*, despite inducing an EMT phenotype, did not alter either AXL expression or sensitivity to TAE684 in parental SH-SY5Y cells, whereas overexpression of *AXL*, although not affecting TWIST2 expression levels, led to an EMT phenotype and modest resistance to TAE684. *TWIST2*, when combined with *AXL* overexpression, led to a greater decrease in TAE684 sensitivity compared with ectopic expression of *AXL* alone. These findings suggest that the activation of AXL is independent of TWIST2 upregulation in TAE684-resistant cells, but can act cooperatively to enhance the resistant phenotype in response to ALK inhibition. Of note, our results may be confounded by the fact that the gene expression patterns of ectopic overexpression of a single EMT-associated gene could differ from a phenotype that develops over time.

The mechanism of AXL activation appears to involve autocrine regulation through its ligand, GAS6. We observed increased levels of cleaved GAS6 protein in the supernatant of TAE684-resistant cells as compared with the parental cells, suggesting that the active form of the ligand is secreted in order to sustain AXL activation and stabilization. Similarly, in mesenchymal non-small-cell lung cancer cell lines with EMT features, resistance to erlotinib and upregulation of AXL was associated with markedly increased levels of GAS6.^16, 17^ Therefore, cleaved soluble GAS6 could be exploited as a biomarker of resistance to ALK inhibition. Indeed, if validated in human samples from ALK inhibitor-treated patients, the ability to specifically track cleaved GAS6 levels over time in the serum of patients would be a less invasive way to detect the early development of resistance.

We observed that TAE684-resistant cells were highly sensitive to HSP90 inhibition, partly due to depletion of AXL, leading to decreased downstream signaling. AXL was recently identified as an HSP90 substrate and was shown to be degraded in the intracellular compartment by geldanamycin.^42^ The increased vulnerability of these cells may reflect the presence of other proteins, including other RTKs that contribute to cell proliferation and survival, and by extension of the resistance phenotype, that are simultaneously disrupted with HSP90 inhibition. Our findings extend the currently emerging paradigm for the design of HSP90 inhibition-based strategies, either alone or in combination with selective ALK targeting, in the management of ALK-driven resistant cancers.

In ALK inhibitor-resistant cells, the ERK pathway appeared to be a major signaling mechanism through which activated AXL contributed to resistance. Whereas the PI3K/AKT/mTOR pathway is primarily involved in ALK downstream signaling in parental SH-SY5Y cells,^5^ pERK was upregulated in TAE684- and LDK378-resistant SH-SY5Y cells. Moreover, any alteration in AXL or GAS6 levels was closely correlated with changes in ERK signaling in the resistant cells: genetic and pharmacological depletion of AXL led to decreased ERK phosphorylation, as did shRNA knockdown of *GAS6*, and HSP90 inhibitor-induced depletion of AXL. Although activated AXL could utilize multiple downstream signaling pathways, our observations highlight the ERK pathway as an essential signaling node required to maintain cell survival in the face of targeted treatment. Indeed, two recent publications support the central role of ERK signaling in treatment resistance; first, MAPK pathway mutations are often frequently found in relapsed NBs after chemotherapy,^43^ and, second, several RTK ligands can confer resistance to kinase inhibitors (including TAE684) by reactivation of ERK in oncogene-addicted cancer cell lines.^44^ It is therefore reasonable to suggest that ERK inhibition with small molecules would be an effective strategy in therapy-resistant tumors or even to prevent the emergence of resistance through this mechanism.

Given the number of tumors that develop resistance to TKIs with upregulation of *AXL*, we propose that this mechanism is common to any tumor targeted with these agents, and that it should be considered in patients who develop such resistance. Especially in NB, where clinical trials of ALK inhibitors alone or in combination with standard chemotherapy agents are planned, it would be reasonable to assume that numerous instances of resistance will involve activation of AXL, and potentially the development of EMT. Indeed, AXL or GAS6 expression could be used as biomarkers of resistance in tumors that have not yet acquired the EMT phenotype. As EMT is driven by transcription factors that are currently undruggable, AXL activation represents an attractive target for inhibition in tumors resistant to ALK or other RTK inhibitors. As an alternative to an effective AXL inhibitor, depletion of this RTK could also be readily achieved by HSP90 inhibition.

## Materials and methods

### Cell lines and reagents

The human NB cell line SK-N-SH and its derivative SH-SY5Y were purchased from the American Type Culture Collection (Manassas, VA, USA) and their authenticity confirmed by genotyping. Cells were also confirmed to be mycoplasma negative. Parental and resistant cells were grown in RPMI media supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. TAE684 and R428 were synthesized in-house in Dr Nathanael Gray's laboratory (Boston, MA, USA). 17-AAG, CHX and LDK378 were purchased from Selleck Chemicals (Houston, TX, USA), and IPI-504 was purchased from APExBIO (Houston, TX, USA). Recombinant human GAS6 (rGAS6) was purchased from R&D Systems (885-GS-050; Minneapolis, MN, USA).

### Cell viability assay

Viability experiments were performed using the CellTiter-Glo Luminescent Cell Viability Assay (G7573; Promega, Madison, WI, USA) according to the manufacturer's instructions. All dose–response assays were performed in triplicate in 96-well plates and repeated at least three times. The results, representing the mean±s.d. of three separate biological experiments, were plotted as a nonlinear regression curve fit using Graphpad Prism 6 software (La Jolla, CA, USA). The x axis represents the log2 concentration of the indicated compound.

### Western blotting and immunoprecipitation

Cell lysates or conditioned media that were concentrated using Amicon Ultra 0.5 10K Centrifugal Filters (EMD Millipore, Billerica, MA, USA) were prepared using standard protocols. The following antibodies were used: AXL (4566), pAXL (5724), ALK (3333), pALK (3341), AKT (4691), pAKT (9271), ERK (4695), pERK (4377), VIM (5741), CDH1 (3195), tubulin (2128) and actin (4967) from Cell Signaling Technology (Danvers, MA, USA); GAS6 (sc-376087), HSP90 (sc-59577) and phosphotyrosine (sc-81529) from Santa Cruz Biotechnology (Santa Cruz, CA, USA); Flag (F3165) from Sigma-Aldrich (Saint Louis, MO, USA); and AXL antibody for immunocytochemistry from R&D Systems (AF154).

### Phospho-RTK array analysis

Cell lysate (500 μg) was incubated on a human phospho-RTK membrane array (ARY001B; R&D Systems) according to the manufacturer's instructions. Target proteins were captured with their respective antibodies. After washing, the proteins were incubated with a phosphotyrosine antibody conjugated to horseradish peroxidase to allow the detection of captured phospho-RTKs.

### Invasion assay

A cell suspension containing 5 × 10^5^ cells/ml in serum-free medium was added to the upper chamber of the invasion assembly (ECM550; Chemicon International, Billerica, MA, USA) and 10% fetal bovine serum containing media added to the lower chamber to act as a chemoattractant. After incubation for 48 h, non-migrating cells in the upper chamber were removed with cotton swabs, and cells that migrated to the lower surface of the filters were stained with crystal violet. The results were quantified by counting and averaging three independent fields per condition, and represent the mean±s.d. of three separate biological experiments.

### Lentiviral/retroviral transduction and transient transfection

Lentiviral-based pLKO.1 shRNA constructs (*shAXL*, *shERK* and *shGAS*6) were obtained from the RNAi Consortium of the Broad Institute (Cambridge, MA, USA). The constructs were transfected into 293T cells with helper plasmids for virus production. Cells were then transduced with virus, followed by puromycin selection for at least 3 days. Stable overexpression of the retroviral-based pMSCV vector containing *TWIST2*, *AXL* or both genes was performed similarly. Transient knockdown of *AXL* was performed with specific Silencer Select siRNA (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions. GAS6 siRNA pool was purchased from Dharmacon RNAi Technologies (Lafayette, CO, USA).

### Gene expression analysis

Three biological replicates of total RNA were isolated from SH-SY5Y and SY5Y-TR1 cells using the RNeasy Mini kit (Qiagen, Valencia, CA, USA). Total RNA was hybridized to GeneChip Human Genome U133 Plus 2.0 Arrays (Affymetrix, Santa Clara, CA, USA), according to the manufacturer's instructions. The data obtained are accessible through the GEO accession number GSE73292. Data analysis was performed using GenePattern software.^45^ GSEA was performed with the GSEA application,^46^ using log2 fold change to rank genes.

### Immunocytochemistry

1 × 10^6^ cells were formalin fixed and immunocytochemistry performed based on established protocols.^9^ AXL antibody (R&D Systems) in a 1:1000 dilution was used to determine AXL expression.

### Quantitative RT–PCR

Total RNA was isolated using the RNeasy Mini kit (Qiagen), followed by RT–PCR with the ThermoScript RT–PCR system (Life Technologies). Quantitative PCR was carried out using the QuantiFast SYBR Green PCR kit (Qiagen) in a 96-well plate format, and analyzed on an Applied Biosystems ViiA 7 Real-Time PCR System (Life Technologies). Each sample was run in triplicate and normalized to actin as an internal control. Relative quantification was calculated according to the ΔΔCt relative quantification method. The results represent the mean±s.d. of three separate biological experiments. Primer sequences are available upon request.

### Sequence analysis

The kinase domain of ALK and full-length AXL were amplified from complementary DNA of SH-SY5Y and SY5Y-TR1 cells using the HotStar HiFidelity Polymerase Kit (Qiagen). The PCR products were cloned into the pGEM-T vector (Promega) and confirmed by sequencing. The GAS6 insertion (GAS6-SV) was similarly amplified from the two cell lines, and the gel-purified PCR product confirmed by sequencing.

### Statistical analysis

Statistical significance for all comparisons between two groups was determined with the two-sided Student's *t*-test: *P<0.05, **P<0.01 and ***P<0.001. The effect of combining TAE684 and R428 was determined using the Bliss additivity model.^47^

## Figures and Tables

**Figure 1:**
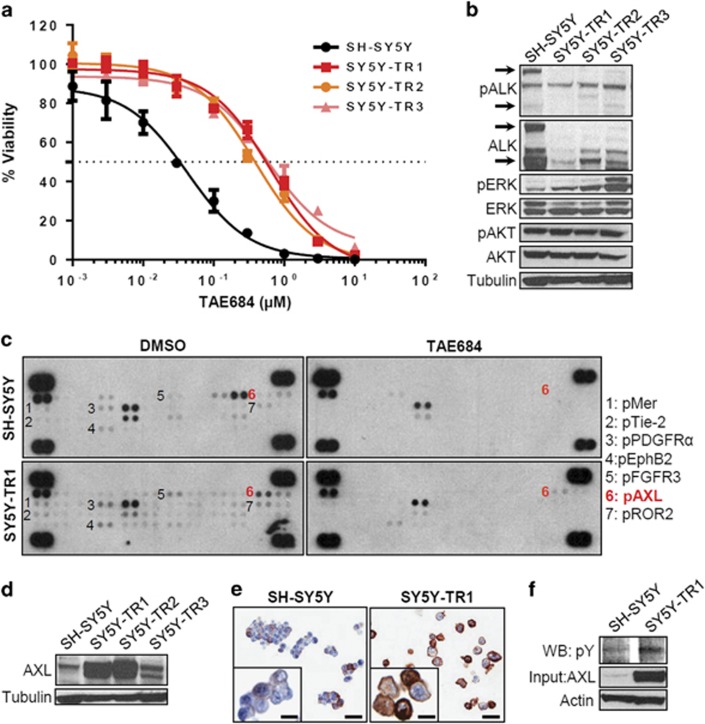
Development of TAE684 resistance is associated with activation of AXL in *ALK*-mutated SH-SY5Y NB cells. (**a**) Dose–response curves for parental SH-SY5Y cells and three TAE684-resistant clones (SY5Y-TR1 to TR3) treated with increasing concentrations of TAE684 for 72 h (half-maximal inhibitory concentration (IC_50_)=SH-SY5Y, 31 nM; SY5Y-TR1, 521 nM; SY5Y-TR2, 374 nM; SY5Y-TR3, 581 nM). (**b**) Western blot analysis of total and pALK and indicated downstream signaling molecules in TAE684-sensitive and -resistant SH-SY5Y cells. Arrows indicate ALK products of 220 and 140 kDa. (**c**) Phospho-proteomic analysis of RTKs in SH-SY5Y and SY5Y-TR1 cells exposed to either dimethyl sulfoxide (DMSO) or TAE684 (1 μM) for 6 h. Each RTK is shown in duplicate, and the pairs in each corner of the array are positive controls. Significantly regulated RTKs are numbered. (**d**) Western blot analysis of total AXL expression in parental SH-SY5Y and the three SY5Y-TR clones. (**e**) Immunocytochemical analysis of AXL expression in SH-SY5Y and SY5Y-TR1 cells (scale bars, 10 μm, insets, 5 μm). (**f**) Analysis of pAXL in SH-SY5Y and SY5Y-TR1 cells in which AXL was immunoprecipitated using an anti-AXL antibody, followed by western blotting with an anti-phosphotyrosine antibody. Tubulin or actin were used as loading controls in all western blots.

**Figure 2:**
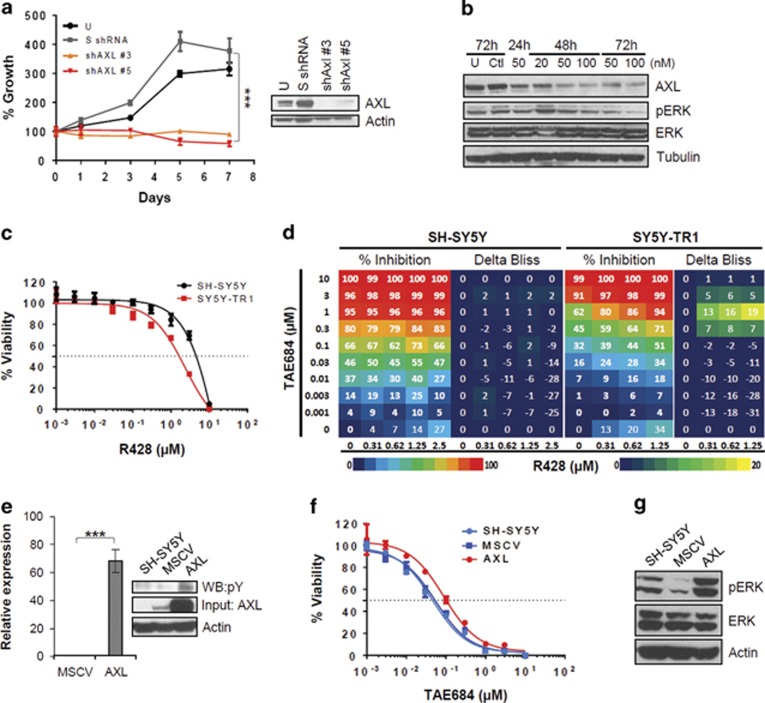
TAE684-resistant cells are dependent on AXL signaling. (**a**) Growth curve (left) of untransfected (U), scrambled (S shRNA) or *AXL* shRNA-expressing SY5Y-TR1 cells. Two different *AXL* shRNAs (3 and 5) were used. The results represent the mean±s.d. of three separate experiments. ***P<0.001. Western blot analysis (right) of AXL knockdown in the same cells. (**b**) Western blot analysis of AXL and pERK in SY5Y-TR1 cells expressing either a nonspecific (Ctl) or AXL siRNA at the indicated doses for the indicated times. Untransfected SY5Y-TR1 cells (U) were also used as controls. (**c**) Dose–response curves for SH-SY5Y and SY5Y-TR1 cells treated with the AXL small molecule inhibitor, R428, for 3 days (IC_50_=SH-SY5Y, 4.79 μM; SY5Y-TR1, 1.93 μM). (**d**) Drug matrix illustrating percent inhibition (left) and Delta Bliss (right) for R428 in combination with TAE684 in SH-SY5Y and SY5Y-TR1 cells. Percent inhibition values were derived from the cell viability assay after 3 days of treatment with the two compounds. Considering *A* and *B* to be the fractional growth inhibition (percent inhibition divided by 100) of single drug treatment at a given dose (for example, TAE684 and R428, respectively), a Bliss expectation was calculated using the formula: (*A*+*B*)−*A* × *B* for every drug concentration used. The ‘Delta Bliss' represents the difference between the Bliss expectation and the observed fractional growth inhibition of the combination of drug *A* and *B* at the same dose. A Delta Bliss of 1 indicates an additive effect, whereas a value <0 or >1 indicate antagonistic and synergistic effects of the combination, respectively. Color scales for each specific grid (left=percent inhibition; right=Delta Bliss) are shown. Values represent the mean of two separate experiments. (**e**) qRT–PCR analysis (left) of AXL expression in untransfected (SH-SY5Y) or SH-SY5Y cells stably expressing either AXL (AXL) or vector control (MSCV). ***P<0.001. Western blot analysis (right) of total and pAXL in these cells. AXL was immunoprecipitated using an anti-AXL antibody and western blotting performed with an anti-phosphotyrosine antibody. (**f**) Dose–response curves for cells in (**e**) exposed to TAE684 for 3 days (IC_50_=SH-SY5Y, 44 nM; SH-SY5Y MSCV, 50 nM; SH-SY5Y AXL, 102 nM). (**g**) Western blot analysis of total and pERK in the same cells as in (**e**).

**Figure 3:**
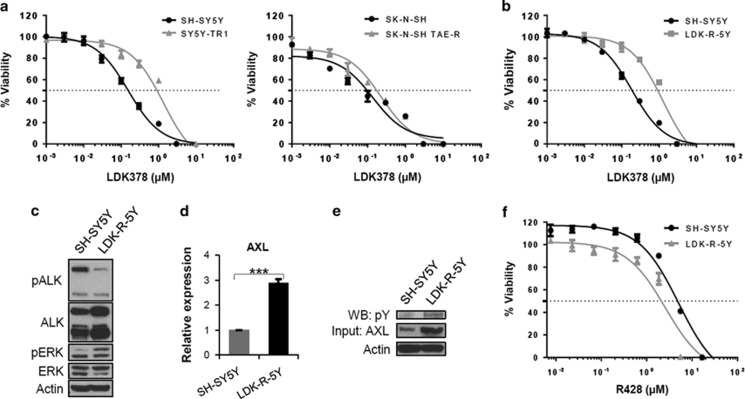
Resistance to LDK378 in ALK^F1174L^-driven SH-SY5Y cells is also associated with AXL upregulation. (**a**) Dose–response curves for parental SH-SY5Y and TAE684-resistant SY5Y-TR1 cells (left) treated with LDK378 for 3 days (IC_50_=SH-SY5Y, 150 nM; SY5Y-TR1, 1101 nM), and parental SK-N-SH and TAE684-resistant SK-N-SH-TAE-R cells (right) treated with LDK378 for 3 days (IC_50_=SK-N-SH, 69.4 nM; SK-N-SH TAE, 149.7 nM). (**b**) Dose–response curves for parental and LDK378-resistant SH-SY5Y (LDK-R-5Y) cells treated with LDK378 for 3 days (IC_50_=SH-SY5Y, 184 nM; LDK Res 5Y, 1049 nM). (**c**) Western blot analysis of total and pALK and ERK in parental and LDK-R-5Y cells. (**d**) qRT–PCR analysis of AXL in SH-SY5Y and LDK-R-5Y cells. ***P<0.001. (**e**) Analysis of pAXL in parental and LDK-R-5Y cells in which AXL was immunoprecipitated using an anti-AXL antibody, followed by western blotting with an anti-phosphotyrosine antibody. (**f**) Dose–response curves for parental and LDK-R-5Y cells treated with R428 for 3 days (R428: IC_50_=SH-SY5Y, 4420 nM; LDK-R-5Y, 2260 nM).

**Figure 4:**
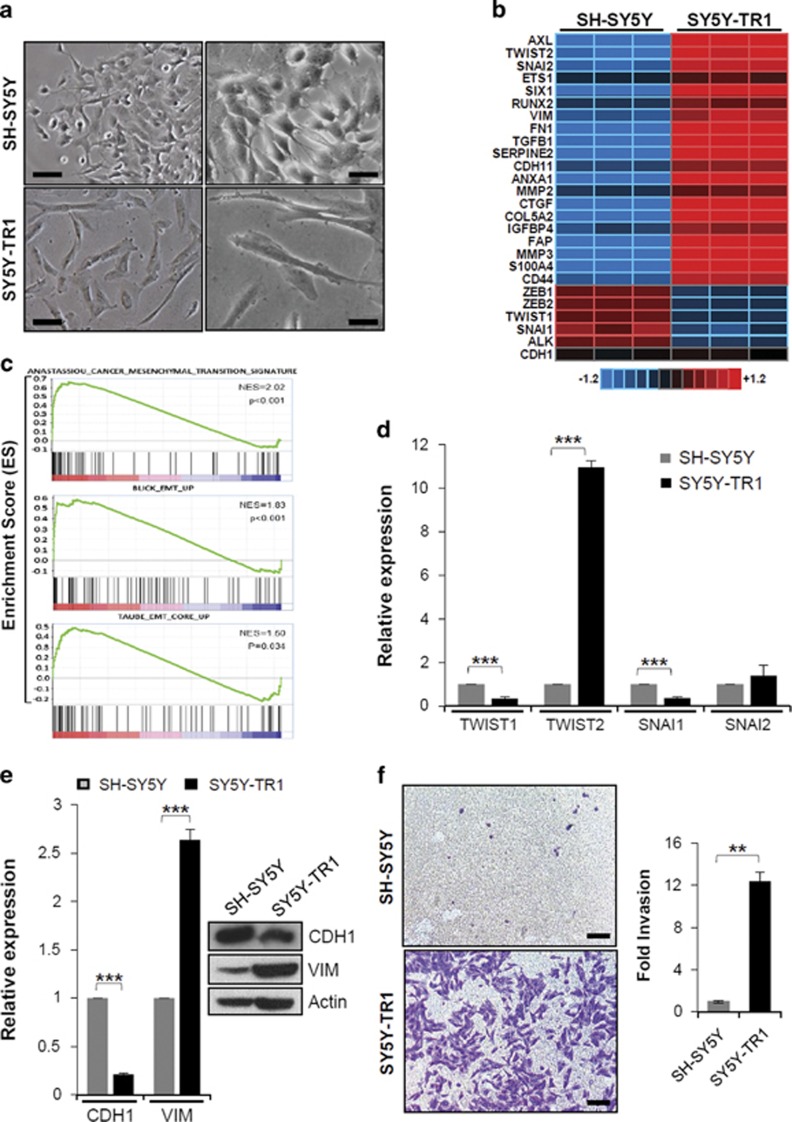
TAE684-resistant SH-SY5Y cells exhibit features of EMT. (**a**) Phase contrast micrographs of SH-SY5Y and SY5Y-TR1 cells (scale bars, 50 μm, inserts, 25 μm). (**b**) Representative heatmap showing differential expression of key EMT-related genes, as well as ALK and AXL, in TAE684-sensitive SH-SY5Y and -resistant SY5Y-TR1 cells. Fold change ⩾2.0; corrected *P*<0.05). (**c**) GSEA of three previously published EMT gene signatures in SY5Y-TR1 cells as compared with SH-SY5Y cells. NES, normalized enrichment score. (**d**) qRT–PCR analysis of the indicated genes in SH-SY5Y and SY5Y-TR1 cells. ***P<0.001. (**e**) mRNA and protein levels of E-cadherin (CDH1) and vimentin (VIM) in SH-SY5Y and SY5Y-TR1 cells, as analyzed by qRT–PCR (left) and western blotting (right). ***P<0.001. (**f**) Invasion potential (left) of SH-SY5Y and SY5Y-TR1 cells as analyzed by matrigel assay (scale bar, 50 μm). Quantification of invasion potential (right) of the same cells. **P<0.01.

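Of the genes labelled in the heatmap, 25 were analysed here. Among the 19 measured genes drawn as higher in SY5Y-TR1, 14 were at least 2-fold higher with an adjusted p under 0.05 from limma. Apart from AXL and the collagen gene, the largest changes were in MMP3, a matrix metalloproteinase, at least 20.6-fold higher, CCN2 (CTGF), a matricellular growth factor, 41.8-fold higher, and ANXA1, a phospholipid-binding protein, 18.5-fold higher. S100A4, the fibroblast protease FAP, the protease inhibitor SERPINE2 and TGFB1 were 4.49-fold, 4.44-fold, 4.17-fold and 4.16-fold higher. VIM and another 4 genes drawn as higher did not pass, with log2 fold changes of 0.46 for ETS1, 0.78 for CDH11 and 0.72 for IGFBP4, and with RUNX2 at the background level in both lines. The 5 genes drawn as lower did not pass either. The log2 fold changes were -0.55 for ZEB1, -0.89 for ZEB2 and -0.49 for TWIST1, each with an adjusted p under 0.05 from limma, and no exact fold is read for SNAI1, at the background level in SY5Y-TR1, or for ALK, at it in both lines. With the brightest probe set of each gene, the 22 genes drawn as changed that were above the background level in at least 1 line ran in the direction of the heatmap, and the probe sets that stand for RUNX2 and ALK were not above it in either line. Other probe sets of RUNX2, VIM and ZEB2 passed in that direction, the RUNX2 probe set from the background level in SH-SY5Y and the ZEB2 probe set with a log2 fold change of -1.02. For TGFB1 the other probe set did not pass (log2 fold change 0.33), and MMP2, at 1.04, did not pass with arrays centred on housekeeping genes (0.99) or with the mean of its probe sets (0.35). CD44 was 2.31-fold higher, with 7 of its 13 probe sets passing, and did not pass with their mean (log2 fold change 0.96). TWIST2 ranked 8 of the 19 measured genes drawn as higher and 2 of 16 measured EMT transcription factors by log2 fold change, after PRRX1. Among the measured transcription factors drawn as higher it had the largest log2 fold change by the brightest probe sets. The study selected these genes on the same arrays, so the count is not independent evidence of their direction.

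**Figure D4:**
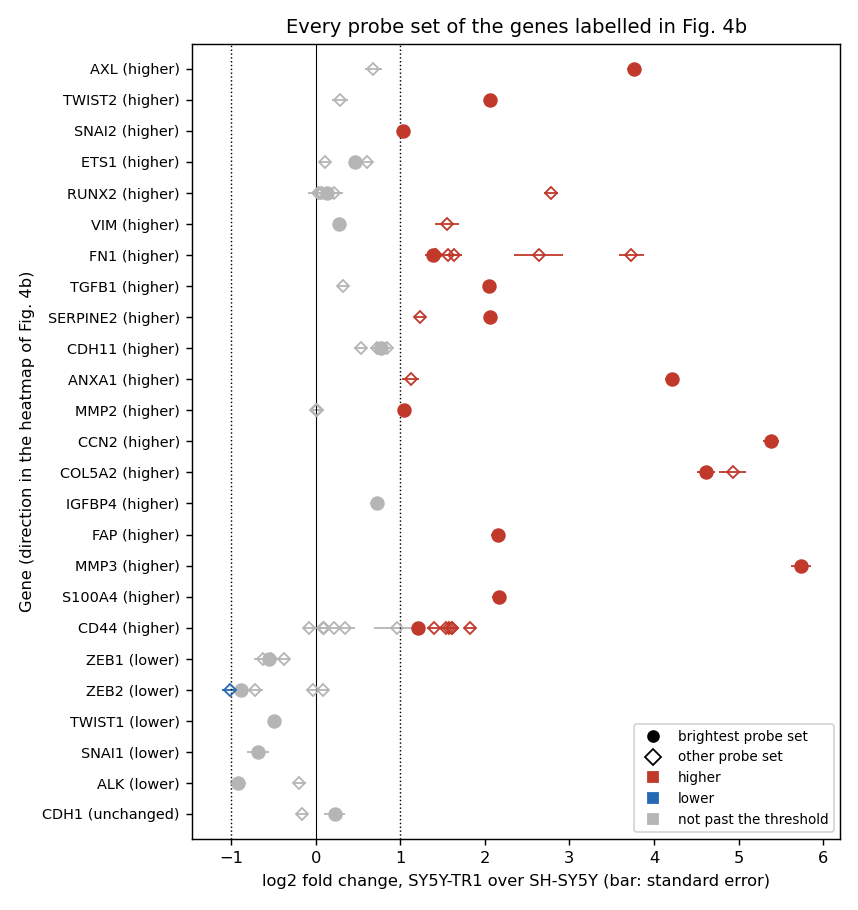
Log2 fold change (SY5Y-TR1 over SH-SY5Y) of every probe set of the 25 measured genes labelled in Fig. 4b, with the standard error as a bar (n = 3 arrays in each line); filled circles are the brightest probe set of each gene, open diamonds its other probe sets, colours show whether a probe set passed, and dotted lines mark 2-fold. The 7 FN1 probe sets all lie beyond 2-fold, whereas those of AXL, TWIST2, RUNX2, VIM and TGFB1 lie on both sides of it.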

**Figure 5:**
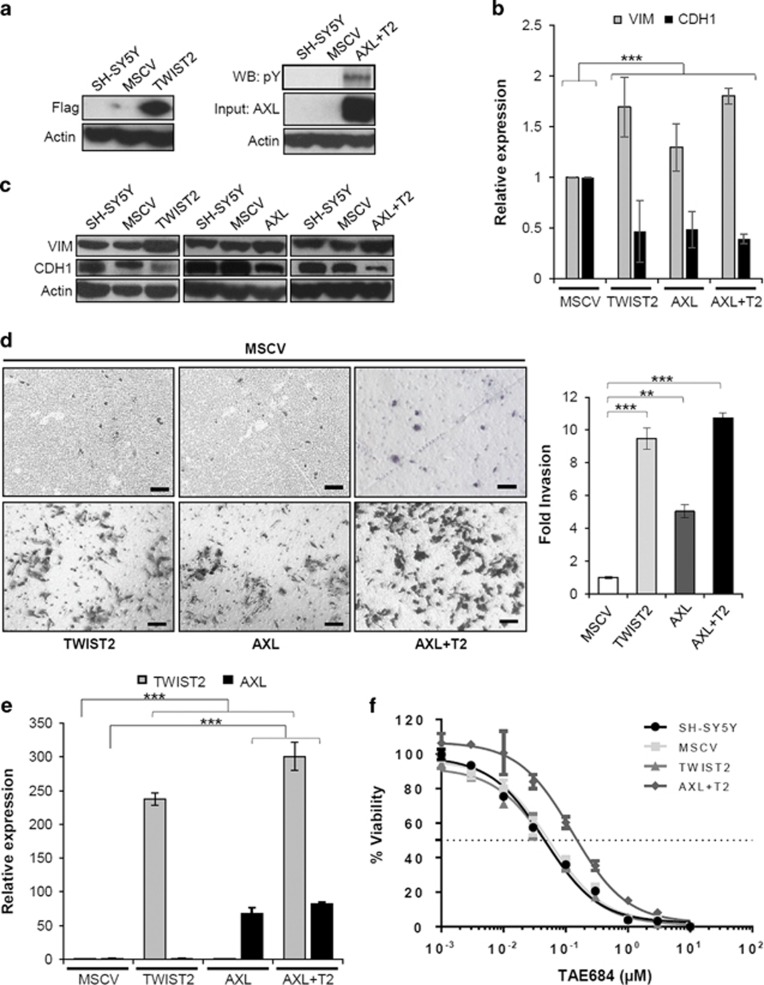
AXL overexpression in SH-SY5Y cells is sufficient to confer both mesenchymal features and TAE684 resistance. (**a**) Western blot analysis (left) of TWIST2 expression in SH-SY5Y cells overexpressing either a vector control (MSCV) or TWIST2 (TWIST2). Western blot analysis (right) of AXL expression and phosphorylation in cells engineered to express both AXL and TWIST2 together (AXL+T2). AXL was immunoprecipitated with an anti-AXL antibody, followed by western blotting with an anti-phosphotyrosine antibody. (**b**) qRT–PCR analysis of cadherin (CDH1) and vimentin (VIM) in SH-SY5Y cells expressing either TWIST2 or AXL singly or in combination. ***P<0.001. (**c**) Western blot analysis of CDH1 and VIM expression in the same cells as in (**a**). (**d**) Photomicrographs (left) showing invasion capacities, together with quantification (right) of the same cells as in (**b**) (scale bar, 50 μm). **P<0.01, ***P<0.001. (**e**) qRT–PCR analysis of expression levels of TWIST2 and AXL in the same cells. ***P<0.001. (**f**) Dose–response curves for the same cells as in (**a**) exposed to TAE684 for 3 days (IC_50_=SH-SY5Y, 44 nM; SH-SY5Y MSCV, 50 nM; SH-SY5Y TWIST2, 42 nM; SH-SY5Y AXL+T2, 155 nM).

**Figure 6:**
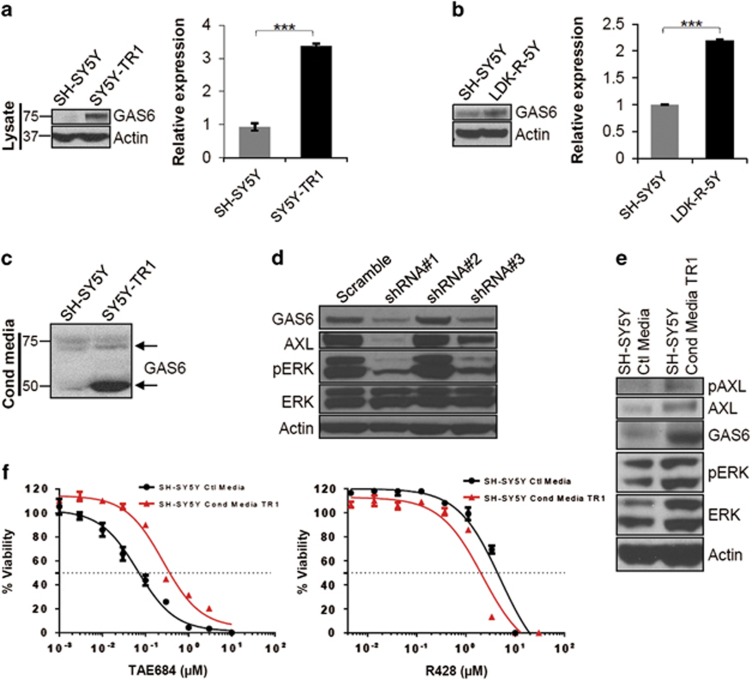
The AXL ligand, GAS6, is highly expressed in TAE684- and LDK378-resistant cells and leads to AXL activation. (**a**) Western blot analysis of GAS6 levels in cell lysates from parental SH-SY5Y and TAE684-resistant SY5Y-TR1 cells (left). qRT–PCR analysis of the GAS6-SV variant in the same cells (right). ***P<0.001. (**b**) Western blot (left) and qRT–PCR analysis (right) of the GAS6-SV variant in the parental and LDK378-resistant SH-SY5Y cells. ***P<0.001. (**c**) Western blot analysis of the 50 kDa cleaved GAS6 product in conditioned media from SH-SY5Y and SY5Y-TR1 cells. Arrows indicate both full-length and cleaved GAS6 forms. (**d**) Western blot analysis of the indicated proteins in SY5Y-TR1 cells expressing either GAS6 shRNAs or a control shRNA (scramble). Three different shRNAs (1, 2 and 3) were used. (**e**) Western blot analysis of total and pAXL and ERK levels, as well as GAS6 protein in SH-SY5Y cultivated for 3 days in conditioned media from control SH-SY5Y or TAE684-resistant SY5Y-TR1 cells. (**f**) Dose–response curves for parental SH-SY5Y cultivated for 3 days in conditioned (Cond) media from control SH-SY5Y or TAE684-resistant SY5Y-TR1 cells and then treated with TAE684 or R428 for 3 days (TAE684: IC_50_=SH-SY5Y Ctl Media, 66 nM; SH-SY5Y Cond Media TR1, 385 nM; R428: IC_50_=SH-SY5Y Ctl Media, 4085 nM; SH-SY5Y Cond Media TR1, 1836 nM).

**Figure 7:**
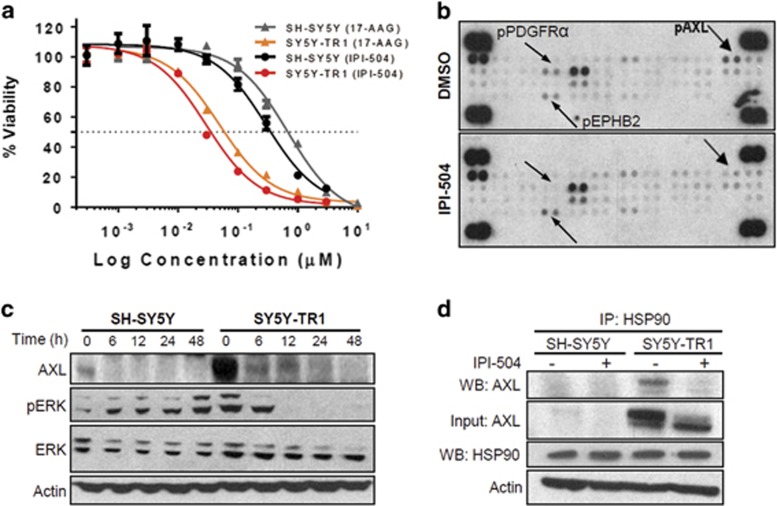
TAE684-resistant SY5Y-TR1 cells are sensitive to HSP90 inhibition. (**a**) Dose–response curves for parental SH-SY5Y and TAE684-resistant SY5Y-TR1 cells treated with the HSP90 inhibitors 17-AAG and IPI-504 for 3 days (IC_50_=17-AAG, 650 nM (SH-SY5Y), 61 nM (SY5Y-TR1); IPI-504, 352 nM (SH-SY5Y), 35 nM (SY5Y-TR1)). (**b**) pRTK array analysis of SY5Y-TR1 cells treated with either DMSO or IPI-504 (1 μM) for 6 h. (**c**) Western blot analysis of AXL, total and pERK levels in SH-SY5Y and SY5Y-TR1 cells after treatment with 1 μM IPI-504 for the indicated times. (**d**) Western blot analysis of AXL and HSP90 expression levels in SH-SY5Y and SY5Y-TR1 cells treated with or without 1 μM IPI-504 for 6 h and from which AXL was coimmunoprecipitated with an anti-HSP90 antibody.

How the deposited data were processed for this re-analysis (not part of the article)

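Total RNA of SH-SY5Y cells and of SY5Y-TR1 cells, 3 arrays in each line, was measured on GeneChip Human Genome U133 Plus 2.0 arrays. The authors deposited log2 signals made by RMA in Affymetrix Expression Console, as their processing notes name it, with no version given in the sources used here. RMA had already corrected the background, quantile-normalized the 6 arrays together and summarized the probes, so those steps could not be varied from the scanner's signals, and a second quantile normalization was tried instead. Scanner files, scan dates and detection calls were not used here. Every sample was mapped from its label, and the labels and the methods both give 3 biological replicates in each line, whereas the submitters' design summary counts each line as a single sample with replicates.

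Probe sets were named through the platform's annotation, with symbols checked against a RefSeq gene table of assembly GRCh38.p14, which was used for names only. After 62 control probe sets were left out, 54613 were tested, and 19775 genes were each represented by the probe set with the highest mean over 6 arrays among those with 1 gene symbol. No gene was named from a probe set with several symbols. Genes and probe sets were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 without a replicate block, and p-values were adjusted by Benjamini-Hochberg. A gene was called at an adjusted p under 0.05 and a fold of at least 2, after the Figure 4 legend. The paper names GenePattern for the array analysis and Student's t-test for its comparisons, and its text gives no further settings, so the methods' t-test was run as an alternative. The background level was the 90th percentile of the mean log2 signals of 42 measured genes of unrelated tissues, 6.29, and 5 of these genes lie above it by construction.

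In all, 20 gene lists were written from general knowledge before the data were examined, as were the thresholds, the rule for named genes and the alternatives. They cover EMT transcription factors, mesenchymal and matrix genes, epithelial markers, noradrenergic neuroblast identity, neuronal genes, mesenchymal NB transcription factors, YAP/TEAD targets, TGF-beta genes, ERK pathway output, receptor tyrosine kinases, ABC drug transporters, HSP90 and heat-shock chaperones, antigen presentation and interferon response, cholesterol synthesis, proliferation, Schwann cell, blood cell and endothelial markers, background genes and housekeeping genes. Of these, 18 were tested with camera at a preset correlation between genes of 0.01, again with an estimated correlation, with fry, and with fgsea 1.28.0 on all genes ranked by log2 fold change. Named genes are the 12 largest increases and 12 largest decreases among called genes whose lines do not overlap, every gene that the paper's text or the heatmap names for these cells, the 3 largest called increases and decreases of each list, or its 2 brightest members where fewer were called, and MYCN, PROS1, TYRO3 and CDH2. The fit was tested on simulated data of 19775 genes in which 200 were changed. Over 5 simulations at least 98% of genes changed by 1.5 on the log2 scale and 100% of those changed by 3 were recovered. No unchanged gene was called. Changes near the 2-fold limit were not simulated, so the simulations do not bear on calls close to that limit. Alternatives were the mean of all probe sets of a gene, probe sets without shared-sequence names, centring on 24 housekeeping genes and quantile normalization applied again. Others were a filter on dim probes, values raised to the background level, a replicate block and an intensity trend with robust variance. The rest were each array left out, other thresholds and the set tests named above apart from fry.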

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

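The lists here were not examined in the paper's array analysis, although some share genes with its heatmap, and they are given because their genes differed from the SH-SY5Y control arrays. The tests on dilution of noradrenergic genes, on a mixed parental population, on array scaling and on TAE684 in the medium for proliferation genes were chosen after the results were seen. Of 26 measured genes of noradrenergic neuroblast identity, 17 were lower and 9 did not pass (camera, adjusted p = 1.67e-12, and 0.0214 with an estimated correlation), with TFAP2B, DLK1, DDC and RET among them. Of 31 neuronal genes 19 were lower, 2 higher and 10 did not pass (adjusted p = 3.78e-09, lost with an estimated correlation, adjusted p = 0.169). The membrane gene RTN1 was at least 31.6-fold lower, the adhesion gene NRCAM at least 20.9-fold and the neurofilament gene NEFM at least 24.4-fold through 1 of 2 probe sets, whereas the secretory granule genes SCG5 and SCG2 were 12.6-fold and 2.73-fold higher. Of 21 transcription factors of mesenchymal NB cells, 11 were higher and 10 did not pass (adjusted p = 8.79e-05, lost with an estimated correlation, adjusted p = 0.223), among them SIX4, 5.52-fold through 1 of 2 probe sets, and WWTR1, which encodes the YAP partner TAZ, 3.41-fold.

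Dilution by cells without noradrenergic genes as the main part of the SY5Y-TR1 cultures would lower every member by 1 factor. Of the 20 members above the background level in SH-SY5Y, every factor left at least 8 out of its range. At the factor that left the fewest out, those 8 were PHOX2A, GATA2, GATA3, TBX2, ISL1, SATB1, KLF7 and SOX11. Their falls differed in size, with log2 fold changes from -0.41 for KLF7 and -0.45 for TBX2 to -2.85 for SOX11. That every factor left members out argues against such cells as the whole cause and leaves open cells that express some members. Earlier forms of this test were dropped. The paper counted 18 of 100 AXL-positive cells in SH-SY5Y and 94 of 100 in SY5Y-TR1. If AXL-positive cells carried the SY5Y-TR1 profile in both lines, each higher gene would hold at least 19.1% of its SY5Y-TR1 level in SH-SY5Y. But 140 of 1060 higher genes lay below that by their 95% limits, with values under the background level raised to it. Of these, 74 were above that level in every SH-SY5Y array. AXL itself held 7.37% (limits 6.52 to 8.33), so the assumption already fails for the gene that was counted. The test therefore does not decide on AXL-positive SH-SY5Y cells that carry a lower level of these genes. Array scaling is argued against by centring on housekeeping genes, after which all 17 lower noradrenergic genes were still called. A smaller parental subpopulation, a different NB line in place of SY5Y-TR1, although the paper reports F1174L as the only ALK mutation of the resistant cells, and a change of state in the selected cells stay open and were not tested, and TAE684 was in the medium of SY5Y-TR1 alone.

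Of 30 proliferation genes, 29 were lower and 1 did not pass (camera, adjusted p = 6.07e-20, and 0.0322 with an estimated correlation), with a median log2 fold change of -2.09. The mitotic kinesin gene KIF20A was 9.71-fold lower, the kinetochore gene CENPF 7.39-fold and the cyclin gene CCNB2 5.59-fold, the last through 1 of its 3 probe sets. Array scaling is argued against, since the median was -2.15 with arrays centred on housekeeping genes. All SY5Y-TR1 arrays and no SH-SY5Y array came from medium with TAE684, so for the median of -2.09 the drug and the line cannot be told apart. The labelled dose of 1 μM lies above the IC_50 that the paper gives for SY5Y-TR1. The same limit holds for every other difference between the lines, AXL and the EMT genes included.

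Of 21 YAP/TEAD targets 9 were higher, 1 was lower and 11 did not pass (camera, adjusted p = 0.00307, lost with an estimated correlation, adjusted p = 0.346), with the membrane repair gene MYOF 23.3-fold (0.93 on the log2 scale and not passing without shared-sequence probe sets) and the kinase gene LATS2 10.8-fold higher (2 of 4 probe sets) and RBMS3 2.17-fold lower (4 of 7). Of 19 TGF-beta genes 7 were higher and 12 did not pass (adjusted p = 0.00413, lost with an estimated correlation, adjusted p = 0.404), including the receptor gene TGFBR2, 4.82-fold, and THBS1, 6.88-fold (5 of 7 probe sets). Of 24 genes of antigen presentation and interferon response 13 were higher, 1 was lower and 10 did not pass (adjusted p = 3.03e-08, lost with an estimated correlation, adjusted p = 0.177); the interferon-induced genes IFI44L and IFIT3 were at least 6.09-fold and 4.27-fold (IFIT3 through 1 of 2 probe sets) and IFITM3 7.31-fold higher, and OAS1 was lower with both lines under the background level. Of 24 cholesterol synthesis genes 18 were measured, of which 4 were lower and 14 did not pass (adjusted p = 0.000914, lost with an estimated correlation, adjusted p = 0.313), led by HMGCS1, 2.88-fold, ACAT2, 2.55-fold, and INSIG1, 2.54-fold lower.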

How the results depend on the processing

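Between the lines, 2245 genes, 4573 probe sets and 11 gene lists were called. Of the 10 splits of the 6 arrays into 3 and 3 only 1, the real one, reached each of these. The highest other counts were 0 genes, 0 probe sets and 9 lists, and 10 splits are too few for a share under 0.05. Every other split puts arrays of both lines in each group, so the line difference enters the spread within groups. The counts of these splits therefore do not measure chance calls, and the 9 lists may hold part of the real difference. The split tests were planned before their results were seen. The methods' t-test, the replicate block and the intensity trend with robust variance called the same 2245 genes. With each array left out the counts ran from 1030 to 1082 higher and 1172 to 1206 lower genes. They moved with the threshold, to 5634 higher and 4813 lower genes (11352 and 10796 probe sets) with no fold limit and to 330 and 419 genes (570 and 770 probe sets) at 4-fold. The replicate numbers do not pair the samples: deviations from the group means correlated at 0.00, 0.02 and 0.03, and only replicate 3 correlated best with its own number.

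Of the set tests, 267 values kept their direction and side of the threshold, 23 were weaker, 2 stronger and 1 reversed; of the named genes 1696 kept them, 27 were weaker, 4 stronger and 6 reversed. The epithelial list lost its call (adjusted p) with the mean of probe sets (0.0546), housekeeping centring (0.0505), quantile normalization applied again (0.0562), the filter on dim probes (0.194), values raised to the background level (0.544), the intensity trend (0.0801), fgsea (0.131) and an estimated correlation (0.313), and ran from 0.0290 to 0.0617 with arrays left out. ERK pathway output lost its call with the filter on dim probes (0.0571), the replicate block (0.0523), fgsea (0.0510) and an estimated correlation (0.233), and ran from 0.0362 to 0.0680 with arrays left out. An estimated correlation also ended the calls of the mesenchymal and matrix (0.119), neuronal (0.169), mesenchymal NB (0.223), YAP/TEAD (0.346), TGF-beta (0.404), antigen presentation (0.177) and cholesterol (0.313) lists. Results from fry were not among the tallied values. With fry, every list except receptor tyrosine kinases (0.275) had an adjusted p under 0.05. That includes the blood cell markers (0.0177), of which no gene passed, so fry hardly separated the lists. Endothelial markers passed with the mean of probe sets (0.0485) and HSP90 chaperones with values raised to the background level (0.0426), and ABC transporters turned in direction, without passing, under the filter on dim probes (0.713). Genes that turned in sign and did not pass in these settings were MYCN (1 of whose 10 probe sets passed as lower; log2 fold change -0.17 with the mean of probe sets and -0.10 without shared-sequence probe sets), EEF1A1 (-0.022 and -0.23 in the same settings, and -0.040 with housekeeping centring) and PPIA (0.11 without shared-sequence probe sets). The cause was not tested. Signal over background limits the dim genes: with values under the background level raised to it, 1802 genes were called, all of them among the 2245.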

Differences from the paper's values

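The paper's Fig. 4d and Fig. 4e show qRT-PCR normalized to actin, a different assay from the arrays, with the SD as error. A value is listed as different where it lies outside the larger error and is more than 1.5 times the other. For TWIST2 the paper's fold is about 11 in Fig. 4d, read by eye, and the array fold here was 4.19. That array fold rests on a SH-SY5Y mean of 6.78, near the background level of 6.29. A fold lowered by this baseline therefore cannot be told apart from a difference between the assays. For TWIST1 the paper's level is about 0.34 of SH-SY5Y in Fig. 4d, read by eye, and 0.712 here. The TWIST2 and TWIST1 differences held under every alternative set before the data were examined. Some of these, such as the replicate block and the t-test, leave the fold itself unchanged. For VIM the paper's fold is about 2.6 in Fig. 4e, read by eye, and 1.21 here, from a probe set near the top of the scale. In SH-SY5Y this probe set stood 0.47 log2 units below the highest value on any array, so it had no room for the paper's fold. The VIM values therefore cannot show whether the assays differ. With the mean of both VIM probe sets, an alternative set before the data were examined, the fold was 1.88. That fold was still outside the paper's error but within 1.5 times its value, and under the other alternatives the fold was not. SNAI2 was 2.04-fold higher here and is about 1.4 in Fig. 4d, read by eye, which is within 1.5 times. SNAI1, at the background level in SY5Y-TR1, and CDH1, at it in both lines, cannot be set beside the paper's levels.

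The legend of the Fig. 4b heatmap gives a fold of at least 2 and a corrected p for its genes. Of the 24 measured genes drawn as changed, 22 were above the background level in at least 1 line by their brightest probe set and ran in its direction, and 14 passed both limits while 10 did not: VIM, ETS1, RUNX2, CDH11, IGFBP4, ZEB1, ZEB2, TWIST1, SNAI1 and ALK. With other probe sets of the same genes RUNX2, VIM and ZEB2 passed, and without a fold limit all but RUNX2 did. The paper calls TWIST2 the leading EMT-associated gene of the array data, with reference to the heatmap and without a ranking rule. By log2 fold change it ranked 8 of the 19 measured heatmap genes drawn as higher, AXL among them. It ranked 2 of 16 EMT transcription factors, after PRRX1, which the heatmap does not label. Among measured transcription factors drawn as higher, TWIST2 (2.07) came before SNAI2 (1.03), ETS1 (0.46) and RUNX2 (0.13) by the brightest probe sets. Another RUNX2 probe set read 2.78, from the background level in SH-SY5Y.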

Other observations

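Receptor tyrosine kinases moved in both directions in SY5Y-TR1: of 55 measured, 6 were higher, 7 lower and 42 did not pass (camera, adjusted p = 0.650, and 0.599 with an estimated correlation). The list's median log2 fold change was 0.01 and its mean -0.01, and camera gave the direction of the mean. Besides AXL, the receptors that were higher include MET, the HGF receptor, at least 14.9-fold (2 of 4 probe sets), and the ephrin receptor gene EPHB1, at least 3.88-fold (2 of 3). Of the other receptors whose phosphorylation the paper found raised in SY5Y-TR1, PDGFRA mRNA was 4.44-fold lower through 1 of 4 probe sets, ROR2 was lower with both lines under the background level, and MERTK and FGFR3 did not pass, with log2 fold changes of -0.85 and -0.14; TEK was under the background level in both lines and EPHB2 was not analysed here. The AXL ligand gene GAS6 had a log2 fold change of 0.96 (standard error 0.06, adjusted p = 7.42e-06 from limma), under the 2-fold limit, whereas its other probe set passed at 1.21, and without SH-SY5Y replicate 2 the gene passed at 1.01. The other TAM ligand PROS1 and the receptor TYRO3 did not pass, with log2 fold changes of -0.40 and -0.59, and neither did MYCN at 0.19, although 1 of its 10 probe sets passed as lower, down to the background level in SY5Y-TR1.

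Of 14 ABC drug transporters, 2 were higher, 2 lower and 10 did not pass (camera, adjusted p = 0.524, and 0.572 with an estimated correlation, downward like the mean of -0.36, with a median just above zero). ABCB1, which encodes the drug efflux pump P-glycoprotein, was at least 12.6-fold lower and ABCB4 at least 1.72-fold lower through 1 of 2 probe sets, whereas ABCC3 was 12.1-fold higher through 3 of 5 probe sets and ABCC10 2.09-fold higher through 1 of 2. Of 22 genes of ERK pathway output, 9 were higher, 3 lower and 10 did not pass (adjusted p = 0.0474, lost with an estimated correlation, adjusted p = 0.233). EMP1 (4 of 6 probe sets) and IER3 were 22.6-fold and 10.8-fold and the cytokine gene LIF at least 5.21-fold higher, and MYC, the ERK feedback inhibitor SPRY1 and the immediate early gene EGR1 were 4.37-fold, 4.19-fold and 3.83-fold lower. Of 21 HSP90 and heat-shock chaperone genes only the co-chaperone BAG3 passed, 2.06-fold higher, and it fell under the 2-fold limit with housekeeping centring (log2 fold change 0.99); the list's camera adjusted p was 0.0823. The cytosolic HSP90 genes did not pass, with log2 fold changes of -0.14 for HSP90AA1 and -0.15 for HSP90AB1.

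Few markers of other cell types passed. Of 13 endothelial markers 1 passed, ROBO4, at least 2.86-fold higher through 1 of 2 probe sets, and 12 did not (camera, adjusted p = 0.122). The 14 blood cell markers did not pass (camera, adjusted p = 0.360). Of 11 Schwann cell and glial markers, GFRA3 and L1CAM were lower through 1 of 2 probe sets each and 9 did not pass (camera, adjusted p = 0.524). L1CAM was 2.47-fold lower, and GFRA3, at the background level in SY5Y-TR1, at least 1.17-fold. The 42 background genes and the 24 housekeeping genes did not pass either.

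The size of the VIM change differed between its probe sets, and both tests of this were chosen after the values were seen. The bright probe set stood 0.47 log2 units below the highest value in the table in SH-SY5Y, so a 2-fold rise had no room on this scale, which is consistent with a signal ceiling as a candidate explanation of its small change. The dim probe set, at a log2 fold change of 1.55, is the only VIM probe set that passed and carries a name for shared sequence, so binding of another transcript to it cannot be told apart from a rise in VIM.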
